A study of Mus musculus with 10 samples. Its data were reported in "Overexpression of Igf2-derived Mir483 inhibits Igf1 expression and leads to developmental growth restriction and metabolic dysfunction in mice" (2024).

How the data were processed

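Liver RNA of 10 female mouse fetuses at embryonic day 18.5 was analysed, from 5 Mir483Pat-KO fetuses and 5 WT littermates. The authors made stranded polyA libraries, sequenced them as paired ends and used STAR to align the reads to GRCm38 and to count them per gene. They deposited raw read-pair counts per Ensembl gene, without normalization. The strand setting of the counting, the rule for reads that map to more than 1 place and any trimming are not stated. The values are whole numbers that sum to between 10831350 and 14765880 per library. The table holds 55401 genes, of which 55141 matched a symbol. Positions, exons and 3′ UTRs came from GENCODE mouse release M21 (GRCm38). Groups were taken from the sample labels.

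Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept with the default settings of filterByExpr, libraries were scaled by TMM, and genotype was tested with the quasi-likelihood F-test without covariates. P-values were adjusted by Benjamini-Hochberg over the 14098 genes tested, and a gene was called at an adjusted p under 0.05 and a fold change over 1.5. The common biological coefficient of variation was 0.111, and the median log2 fold change of all genes was 0.0042. A count of 0 was read against a floor of 3 counts. Such limits cover counting error only. Single values per library were compared with two-sided exact permutation tests over all 252 arrangements of 5 and 5 libraries, whose smallest possible p is 0.00794.

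The test, the thresholds, the gene lists, the seed sites, the rule for naming genes and all alternatives except the GC content and length offsets were chosen before the data were examined. The 11 lists were written from general knowledge after the text of the study had been read, so their topics are not independent of its results. They covered interferon-stimulated, perinatal hepatocyte, fetal hepatocyte, erythroid, myeloid and macrophage, endothelial and mesenchymal, proliferation, lipid metabolism, IGF system, imprinted and circadian clock genes. Other lists hold 10 of the 20 fetal hepatocyte genes, 6 of the 25 IGF system genes and 9 of the 35 imprinted genes, and 0 genes of the remaining lists. Lists were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01 and adjusted over the 11 lists. The score of a list in a library was the mean log2 CPM of its members, with a prior count of 2, relative to the mean of all libraries. Genes named in the text were called, had groups that did not overlap and an average log2 CPM of at least 1, and were the 6 with the largest decrease and the 6 with the largest increase. Mir483, Igf2, Igf1 and H19 were named whatever their result, and up to 3 members of a list with the smallest p. The text names 2 members of each of 3 lists, a limit set after the values were seen. Lists of Wnt-responsive and Wnt source genes were added after the values of the genes that prompted them were seen.

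Seed sites were 7-mers complementary to positions 2 to 8 of a microRNA, searched in the longest annotated 3′ UTR of each protein-coding gene, which 12875 of the genes tested had. TargetScan predictions were not used here. Log2 fold changes of genes with and without a site were compared by two-sided Kolmogorov-Smirnov tests, adjusted over 6 families.

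The alternatives were RLE scaling, the DESeq2 1.42.0 Wald test, limma-voom, the robust quasi-likelihood fit, no low-count filter, at least 10 counts in every library, the replicate number as a block, the identification number range as a covariate, the libraries of the lower range alone, each library left out in turn, and glmTreat against a fold change of 1.5. For lists they were camera with an estimated correlation, fry, and lists without their called members. For seed sites they were 8-mer sites, a background matched on 3′ UTR length, and camera with an estimated correlation. Offsets that remove smooth GC content and length trends of each library were added after the data were seen. Equal replicate numbers were checked for pairing. The deviations from the group mean of same-numbered WT and Mir483Pat-KO libraries correlated at 0.0871 on average across genes, which are not independent replicates, against −0.0217 for other pairs, and the libraries were treated as unpaired.

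The procedure was tested on simulated data with 200 changed genes and a fold change of 2. edgeR recovered 96% of them, and 4% of the genes that passed were unchanged. Genes were simulated independently of each other, changed genes were drawn from better expressed ones, and the adjusted p alone was scored. These rates therefore do not cover correlated genes, outlying libraries or the fold change threshold. A comparison that rests on an item withheld for evaluation is not reported here. Figures were drawn with Python 3.11.15, matplotlib 3.10.9 and numpy 2.4.6.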

Results

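Liver RNA from 10 female mouse fetuses at embryonic day 18.5 was profiled by polyA RNA-seq. In 5 fetuses Mir483 was deleted from the allele inherited from the father (Mir483Pat-KO), and 5 WT littermates served as controls. Mir483 is a microRNA gene that lies inside Igf2, a growth factor gene of the imprinted Igf2/H19 domain, where the paternal copy of Igf2 is the active one. Total counts per library ranged from 10831350 to 14765880, with a mean of 13052142 ± 1294536 in WT and 12813201 ± 1407877 in Mir483Pat-KO (SD, n = 5 per group, two-sided exact permutation test, p = 0.817). Between 20587 and 21751 genes had at least 1 count in a library. The 10 most abundant genes took 27.8% to 31.1% of the counts, and albumin (Alb) was the most abundant gene in all 10 libraries. Xist, which is transcribed from the inactive X chromosome, had 12916 to 23868 counts per library, whereas the Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y had 1 count in total, of Ddx3y in WT replicate 2. The labels give all fetuses as female.

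The identification numbers in the labels fell into 2 ranges. The lower range held 4 WT and 2 Mir483Pat-KO libraries, and the upper range held 1 WT and 3 Mir483Pat-KO libraries. Whether a range marks a litter or a collection day is not stated. Library index numbers ran from 53 to 57 in WT and from 60 to 64 in Mir483Pat-KO, so that the order of the indexes and the genotype cannot be told apart. Every pair of libraries within a group differed by more than sampling noise (lowest chi-square per degree of freedom 4.54 over 20 pairs), and all 10 were counted as separate replicates. The first principal component of the log2 expression values held 25.2% of the variance. On it every Mir483Pat-KO library lay on the other side of all WT libraries (two-sided exact permutation test, p = 0.00794, the smallest value this design can give). The component may in part follow a GC content trend described below. WT replicates 4 and 5 had the highest correlations with GC content (0.46 and 0.58) and the lowest scores on the component (−18.6 and −29.4). Mir483Pat-KO replicates 1 and 2, each with a correlation of −0.41, scored 6.85 and 18.5.

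The targeted gene was examined first. Mir483 (ENSMUSG00000070140) spans 73 bp on the minus strand of chromosome 7, from 142654924 to 142654996 (GRCm38), and lies in an intron of all 7 annotated Igf2 transcripts that span it. WT libraries held 11, 10, 22, 21 and 12 Mir483 counts for replicates 1 to 5, a mean of 15.2 ± 5.81 (SD, n = 5). No Mir483Pat-KO library had a count. A count of 0 allows up to 0.271 CPM (counts scaled to the size of the library) in the shallowest Mir483Pat-KO library, and against a floor of 3 counts per library Mir483 was at least 5-fold lower (edgeR, adjusted p = 0.00133). The libraries were made from polyA RNA, so these counts come from precursor or host transcript fragments and do not measure the mature microRNAs.

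The study asked whether the deletion altered Igf2 and Igf1. Igf2 (ENSMUSG00000048583, chromosome 7, 142650766 to 142666816, minus strand) had 142 CPM ± 15.6 in WT and 124 CPM ± 14.4 in Mir483Pat-KO (SD, n = 5 per group), a log2 fold change of −0.20 with a standard error of 0.0918. The difference did not pass the threshold (edgeR, adjusted p = 0.205, unadjusted p = 0.0417), and 2 of the 5 Mir483Pat-KO libraries lay below all WT libraries. How much of the gene this value covers is not known. In the annotation, exons of Gm49394, a gene on the same strand (142650769 to 142669942), cover 62.8% of the exonic bases of Igf2 and 80.5% of its coding bases. Reads that fall in exons shared by 2 genes are usually assigned to neither when counted per gene. The paper counted with STAR and does not state the rule for such reads. Gm49394 itself had at most 1 count per library. If such reads were left out here, the Igf2 value rests on the rest of the gene, which was not tested.

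H19 (ENSMUSG00000000031), the maternally expressed RNA of the same domain, stood at 17637 CPM ± 949 in WT and 17861 CPM ± 767 in Mir483Pat-KO (SD, n = 5 per group), a log2 fold change of 0.018 with a standard error of 0.0697 (edgeR adjusted p = 0.910). Igf1 (ENSMUSG00000020053, chromosome 10, 87858265 to 87937042, plus strand) stood at 22.6 CPM ± 4.02 in WT and 25.4 CPM ± 3.98 in Mir483Pat-KO, a log2 fold change of 0.17 with a standard error of 0.13 (edgeR adjusted p = 0.458). Both differences were smaller than the spread between replicates. Igf1 changed direction, to a log2 fold change of −0.042, once GC content and length trends were removed. In the fits that each left out 1 library, Igf1 ran from 0.068 (without Mir483Pat-KO replicate 3) to 0.25 (without WT replicate 3). It passed in none of them.

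**Figure D1:**
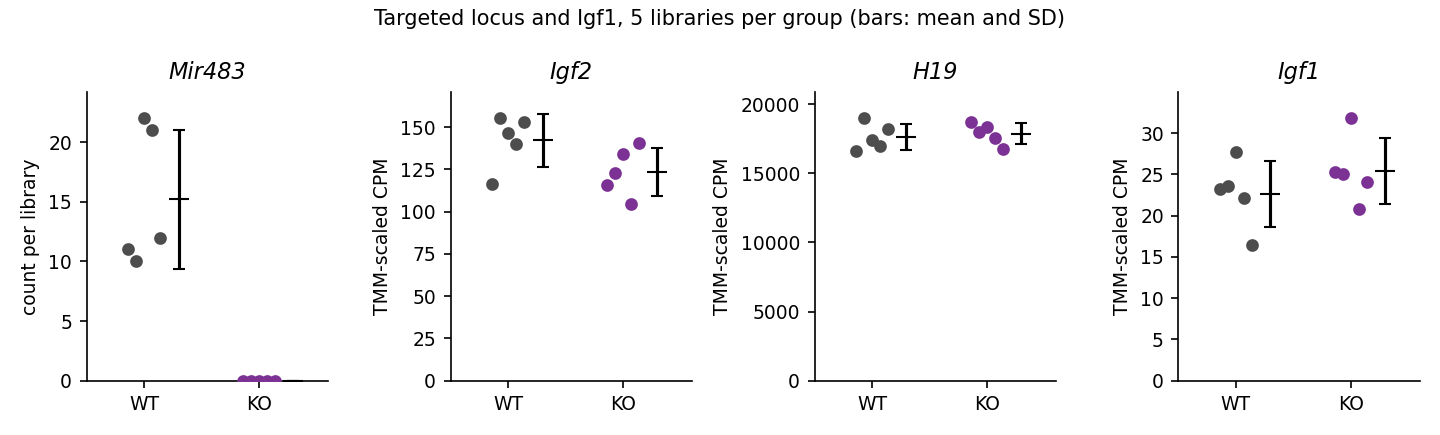
Counts of Mir483 and TMM-scaled CPM of Igf2, H19 and Igf1 in each of the 5 WT and 5 Mir483Pat-KO (KO) libraries; points are libraries, bars are the mean and SD, and the vertical axes start at 0. Mir483 had 10 to 22 counts in WT libraries and 0 in every Mir483Pat-KO library, while the groups overlapped for the other genes.

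To characterise the effect of the deletion on the transcriptome, 14098 genes were tested. At an adjusted p under 0.05 and a fold change over 1.5, 123 genes were lower and 50 higher in Mir483Pat-KO, 173 in all (edgeR). Without the fold change threshold 731 genes passed, or 5.19% of those tested, of which 389 were lower and 342 higher. All 5 Mir483Pat-KO values lay beyond all 5 WT values for 125 of the 173 called genes and for 931 of all genes tested (6.60%, where chance alone gives 0.794%). The alternative that moved the counts most was a test against the fold change of 1.5 itself (glmTreat). It called 4 genes lower and 0 higher, with 86 lower and 32 higher genes at an unadjusted p under 0.05. The 4 genes were Apoc3, Mir483, Aspg and Serpina3m, named here after their values were seen. The counts also rested on single libraries. Without Mir483Pat-KO replicate 4, 80 genes were lower and 17 higher, and 279 passed without the fold change threshold. The number higher was 26 without WT replicate 5, 28 without Mir483Pat-KO replicate 2 and 24 without Mir483Pat-KO replicate 3, and the number passing without the fold change threshold was 403, 396 and 417 in the same fits and 425 without WT replicate 4.

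The comparison was repeated within the identification number ranges. Among the 4 WT and 2 Mir483Pat-KO libraries of the lower range 19 genes were called lower and 2 higher, and 16 of these were among the 173. The upper range held 1 WT library and gave no value of its own. With the range as a covariate 129 genes were lower and 107 higher, of which 138 were among the 173.

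**Figure D2:**
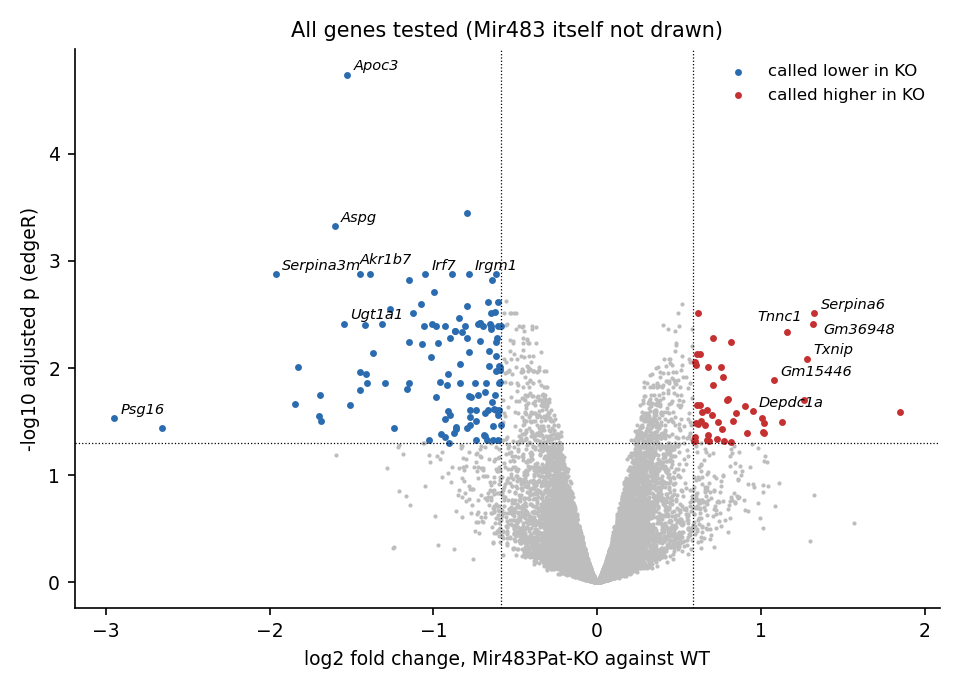
Log2 fold change of Mir483Pat-KO against WT (horizontal axis) and −log10 of the edgeR adjusted p (vertical axis) for each gene tested except Mir483; dotted lines mark the thresholds and coloured points are called genes. The plot shows more genes lower than higher, 123 against 50 when Mir483 is counted.

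Among called genes with complete separation of the groups and an average log2 CPM of at least 1, the 6 with the largest decrease were Psg16, Serpina3m, Aspg, Ugt1a1, Apoc3 and Akr1b7. Apoc3 (ENSMUSG00000032081, chromosome 9, 46232933 to 46235636), an apolipoprotein gene, had the smallest p of all genes and fell from 55.9 CPM ± 5.33 to 19.4 CPM ± 4.68 (SD, n = 5 per group, log2 fold change −1.53, standard error 0.13, edgeR adjusted p = 1.83e-05). Aspg (ENSMUSG00000037686, chromosome 12, 112106679 to 112127559) fell from 12.1 CPM ± 3.20 to 3.96 CPM ± 0.652 (log2 fold change −1.60, adjusted p = 4.72e-04). Akr1b7 (ENSMUSG00000052131, chromosome 6, 34412334 to 34423142) had a log2 fold change of −1.45 (adjusted p = 0.00133), and 27.2% of its exonic bases overlap a gene on the opposite strand. The values of 3 of the 6 are uncertain. Serpina3m (log2 fold change −1.96, adjusted p = 0.00133) belongs to a cluster of similar Serpina3 genes whose reads can be exchanged, and 59.0% of the exonic bases of Ugt1a1 (log2 fold change −1.55, adjusted p = 0.00384) are shared with other Ugt1a genes. Psg16 (log2 fold change −2.95, adjusted p = 0.0294) owed its size to WT replicate 2, with 22.7 CPM where the next highest WT library had 3.22, and fell by 1.48 on the log2 scale when that library was left out. It lost its call under limma-voom, the robust fit and the range covariate, and without any of Mir483Pat-KO replicates 2, 3, 4 and 5.

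The 6 largest increases were seen for Serpina6, Gm36948, Txnip, Tnnc1, Gm15446 and Depdc1a. Serpina6 (ENSMUSG00000060807, chromosome 12, 103646630 to 103657212), which encodes the corticosteroid-binding globulin, rose from 35.7 CPM ± 8.68 to 89.6 CPM ± 27.2 (SD, n = 5 per group, log2 fold change 1.33, standard error 0.20, edgeR adjusted p = 0.00306). Txnip (ENSMUSG00000038393, chromosome 3, 96557957 to 96561883) rose from 195 CPM ± 49.8 to 475 CPM ± 211 (log2 fold change 1.28, adjusted p = 0.00815), and 19.4% of its exonic bases overlap Gm15441 on the opposite strand. The other four had log2 fold changes of 1.32 (Gm36948), 1.16 (Tnnc1), 1.08 (Gm15446) and 0.95 (Depdc1a), with adjusted p-values of 0.00385, 0.00456, 0.0128 and 0.0254. Gm36948 and Gm15446 are uncharacterised gene models. Txnip and Depdc1a lost their call under the robust fit, and Depdc1a also without WT replicate 4 or without Mir483Pat-KO replicate 2, 3 or 4. Among the libraries of the lower identification number range, Apoc3 and Serpina6 passed and the other 10 of these 12 genes did not. Their direction could not change there, since genes were named only if their groups did not overlap.

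**Figure D3:**
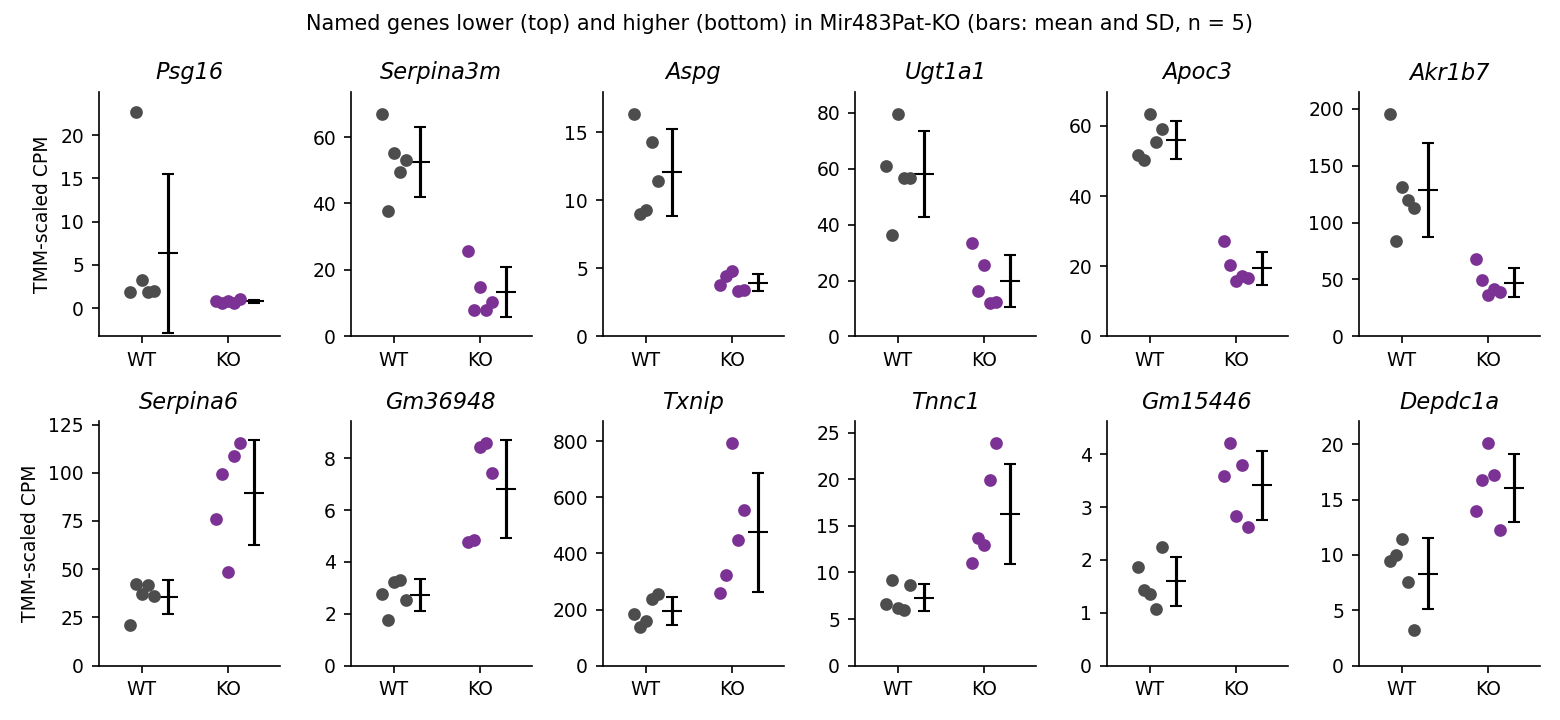
TMM-scaled CPM of the 6 named genes with the largest decrease (top row) and the 6 with the largest increase (bottom row) in each WT and Mir483Pat-KO (KO) library; points are libraries and bars are the mean and SD (n = 5). The groups do not overlap for any of these genes, which was a condition of naming them, and WT replicate 2 stands apart at 22.7 CPM for Psg16.

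Gene lists fixed before the data were examined were compared next, to ask which hepatic programmes the deletion altered. Of 11 lists, 8 passed camera with a preset inter-gene correlation of 0.01 after adjustment over the lists. Interferon-stimulated genes fell most, by a mean of 0.56 on the log2 scale (adjusted p = 5.74e-52), and 61 of the 64 members tested were lower. Of these members 45 passed the adjusted p of 0.05 over all genes tested and 55 when adjusted over the list alone. Since the list topics were written with the results of the study known, neither count is independent evidence. All 5 Mir483Pat-KO libraries scored below all WT libraries (WT 0.29 ± 0.059, Mir483Pat-KO −0.29 ± 0.24, mean log2 CPM relative to all libraries, SD, n = 5). The Mir483Pat-KO scores were uneven, with replicates 1 and 3 at −0.076 and 0.0025 and the others between −0.36 and −0.52. The 2 members named first by p were Irgm1 (log2 fold change −0.78, edgeR adjusted p = 0.00133) and Irf7 (log2 fold change −1.05, adjusted p = 0.00133). The alternative that moved the list most left out its 26 called members, after which the mean was −0.37.

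Lipid metabolism genes had a mean log2 fold change of −0.35 (camera adjusted p = 3.53e-17), with 42 of 48 members lower, 17 members passing over all genes tested and 28 when adjusted over the list alone. Besides Apoc3, Apoa4 had a log2 fold change of −1.31 (edgeR adjusted p = 0.00385), although 69.8% of its exonic bases overlap genes on the opposite strand. Perinatal hepatocyte genes, whose expression rises around birth, had a mean of −0.31 (camera adjusted p = 3.53e-17), with 35 of 38 members lower, 15 passing over all genes tested and 23 when adjusted over the list alone. Abcb11 (log2 fold change −0.71, edgeR adjusted p = 0.00380) and Cyp27a1 (log2 fold change −0.66, adjusted p = 0.00384) had the smallest p among them. For both lists all 5 Mir483Pat-KO libraries scored below all WT libraries, by as little as 0.0249 against 0.0243 for lipid metabolism (WT replicate 2 against Mir483Pat-KO replicate 1).

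Lists of other cell types and processes moved less. Erythroid genes (mean log2 fold change 0.24, camera adjusted p = 2.03e-10, 27 of 29 higher) and proliferation genes (0.20, adjusted p = 3.84e-11, 30 of 32 higher) were higher in Mir483Pat-KO. Haemoglobin transcripts took 1.33% ± 0.168 of the counts in WT and 1.88% ± 0.342 in Mir483Pat-KO (SD, n = 5 per group, two-sided exact permutation test, p = 0.0159). Among the libraries of the lower identification number range these shares overlapped, with 1.19% to 1.61% in the 4 WT and 1.42% and 1.63% in the 2 Mir483Pat-KO libraries, against 1.99% to 2.21% in the 3 Mir483Pat-KO libraries of the upper range and 1.22% in its WT library. Fetal hepatocyte genes (0.21, adjusted p = 0.00953) and imprinted genes (0.16, adjusted p = 0.00580), which share 7 members, were also higher, whereas endothelial and mesenchymal genes were lower (−0.22, adjusted p = 3.04e-05). When adjusted over the list alone, 17 erythroid, 17 proliferation, 3 fetal hepatocyte, 6 imprinted and 5 endothelial and mesenchymal genes passed, against 9, 8, 3, 4 and 2 over all genes tested. No shift passed for IGF system genes (−0.092, adjusted p = 0.0663), circadian clock genes (−0.058, adjusted p = 0.0955) or myeloid and macrophage genes (−0.013, adjusted p = 0.698), with 4, 3 and 3 members passing when adjusted over the list alone and 2, 3 and 2 over all genes tested. With the inter-gene correlation estimated from the data, interferon-stimulated and lipid metabolism genes passed (adjusted p = 0.0325 for each, the highest over their 23 alternatives, with 2.71e-86 and 1.28e-27 the lowest) and the other 6 did not. Under the rotation test fry all 8 passed, as did circadian clock genes (adjusted p = 0.0138, the lowest over their alternatives, with 0.295 the highest). Fetal hepatocyte and imprinted genes no longer passed without WT replicate 1 (means of 0.15 and 0.12), and IGF system genes passed without WT replicate 1, WT replicate 2 or Mir483Pat-KO replicate 3 (means of −0.12, −0.11 and −0.12). Within the lower identification number range interferon-stimulated (−0.55), perinatal hepatocyte (−0.39) and fetal hepatocyte genes (0.23) shifted about as much as in all libraries or more, whereas erythroid (0.080), proliferation (0.094), lipid metabolism (−0.25), imprinted (0.12) and endothelial and mesenchymal genes (−0.15) shifted less, the last without passing. With the range as a covariate all 8 lists passed, and erythroid and proliferation genes had means of 0.21 and 0.19. The myeloid and macrophage mean was above 0 without WT replicate 1 (0.012) and without WT replicate 5 (0.0033).

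**Figure D4:**
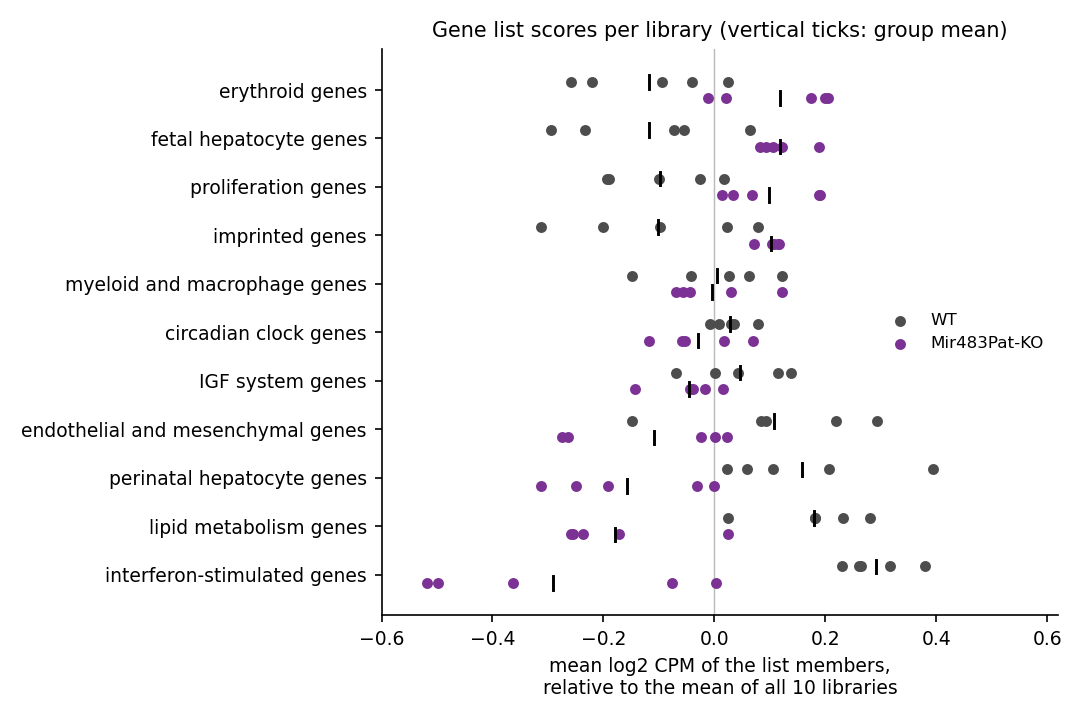
Score of each gene list in each library, the mean log2 CPM of its members relative to the mean of all 10 libraries (horizontal axis), for 5 WT and 5 Mir483Pat-KO libraries per list; points are libraries and vertical ticks are group means. Interferon-stimulated genes show the widest gap, from a mean of 0.29 in WT to −0.29 in Mir483Pat-KO, and myeloid and macrophage genes overlap.

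Fold changes followed the GC content of the transcripts. Across the 14089 genes with an annotated sequence, log2 fold change and GC content had a Spearman correlation of −0.438 (across genes, which are not independent replicates), and the median log2 fold change ran from 0.20 in the 1409 genes lowest in GC content to −0.14 in the 1409 highest. Libraries differed in this trend within both groups. The correlation of a library's deviations with GC content was 0.18 ± 0.32 in WT and −0.22 ± 0.25 in Mir483Pat-KO (SD, n = 5 per group, two-sided exact permutation test, p = 0.0635). With smooth GC content and length trends removed, 118 genes were called lower and 29 higher, and 121 of the 173 genes kept their call.

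**Figure D5:**
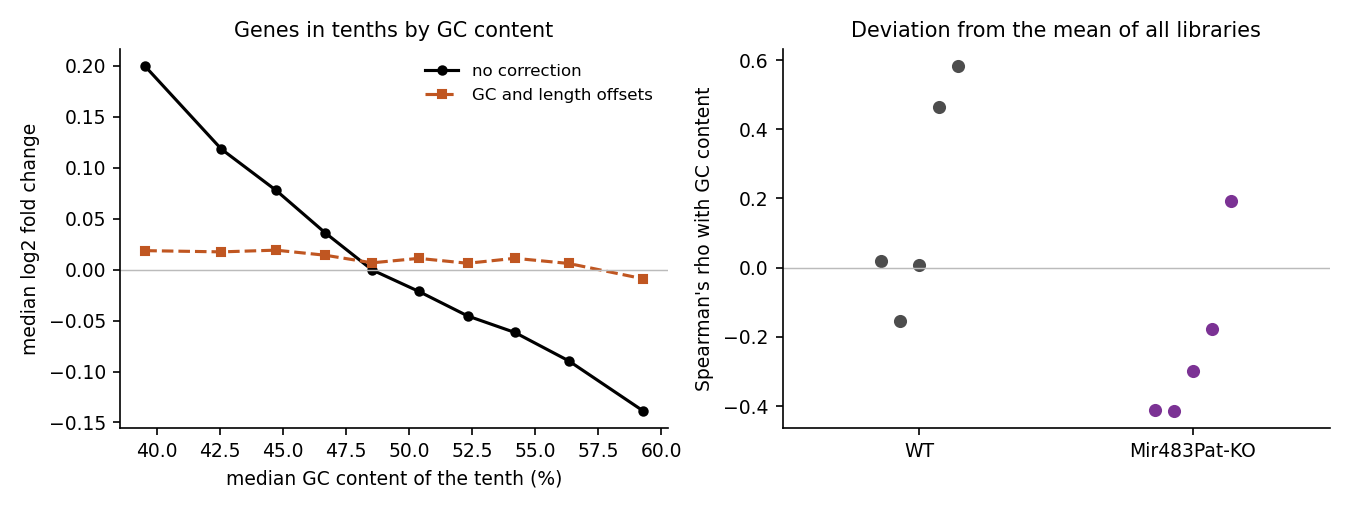
Left, median log2 fold change (vertical axis) against median GC content in percent (horizontal axis) for genes in 10 groups by GC content, without correction and with GC content and length offsets; right, Spearman's rho between GC content and each library's deviation from the mean of all libraries, 5 points per group. The uncorrected medians fall from 0.20 to −0.14, and the library values overlap between the groups.

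To ask whether loss of the microRNA relieved its predicted targets, genes with a 7-mer seed site in the longest annotated 3′ UTR were compared with genes without one. Genes with a miR-483-3p site (1621 genes) had a median log2 fold change 0.016 above that of the 11254 genes without (two-sided Kolmogorov-Smirnov test over genes, adjusted p = 0.00127 over 6 families). The sign changed when the background was matched on 3′ UTR length (difference −0.016, adjusted p = 0.00262), and with the inter-gene correlation estimated from the data the shift did not pass (adjusted p = 0.665, where the alternatives ran from 7.30e-08 to 0.665). The 422 genes with a miR-483-5p site differed by −0.0092 (adjusted p = 0.247) and the 1368 genes with a let-7 site by 0.00032 (adjusted p = 0.641). Against a length-matched background both families were lower and passed, miR-483-5p with a larger difference in the same direction (−0.053, adjusted p = 0.00631, where the alternatives ran from 0.00631 to 0.974) and let-7 with the opposite sign (−0.039, adjusted p = 2.14e-05, where the alternatives ran from 2.14e-05 to 0.940). The miR-483-5p difference was 0.0018 without Mir483Pat-KO replicate 4 and 0.0043 with GC content and length trends removed, and the let-7 difference was negative in 7 of the 10 fits that each left out 1 library. Of 3 further families, let-7d-3p, miR-370-3p and miR-136-5p, all passed (differences of 0.069, −0.022 and 0.027, adjusted p = 0.00252, 0.00127 and 4.02e-05), and 0 of them did with GC content and length trends removed, also at an unadjusted p under 0.05. Without WT replicate 5, 1 of the 3 passed. Genes with a site had longer 3′ UTRs, with a median of 2409 bases against 1041.5 for miR-483-3p.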

Values the study reported

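In the fetal liver of knockout embryos the study lists 173 differentially expressed genes, of which 121 were lower and 52 higher. It reports unaltered Igf2 and Igf1 expression in these RNA-seq data. By RT-qPCR of fetal organs it reports unaltered Igf2 and a loss of mature miR-483-3p of more than 95%. Western blots of fetal liver gave normal IGF1 and IGF2 protein.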

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

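The tests in this part were chosen before their results were seen, and Tbx3 and Cyp2e1 were singled out after. A library was examined when its gap to the nearest library of its group was large against the range of the group (Dixon's ratio). Of 81 groups of 5 values 5 had such a library, or 6.17%, where chance gives 5%, so the number of such libraries is about what chance gives.

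Psg16 reached 22.7 CPM in WT replicate 2 against 3.22 in the next WT library (ratio 0.934). Psg genes are a family of similar sequence, and reads shared between paralogs stay open, which was not tested. The library total of 12290936 counts lay within the range of the others. Without it the log2 fold change was −1.48 and the gene passed, so the lower level in Mir483Pat-KO did not rest on this library, although its size did.

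Serpina6 stood at 20.96 CPM in WT replicate 1, where the other WT libraries lay between 36.2 and 42.4 (ratio 0.712). Without it the log2 fold change was 1.18 and the gene passed. Tbx3 stood at 9.65 CPM in WT replicate 5 against 6.30 in the next WT library (ratio 0.808), and without it the log2 fold change was −0.56 and the gene no longer passed. Tbx3 also lost its call without Mir483Pat-KO replicate 2, 3 or 4, so the loss was not specific to WT replicate 5. Cyp2e1 stood at 104 CPM in Mir483Pat-KO replicate 1 against 43.8 in the next library of its group (ratio 0.883), and without it the log2 fold change was −1.85. The imprinted gene score of Mir483Pat-KO replicate 1 was 0.071 where the others of its group lay between 0.10 and 0.12 (ratio 0.722), a gap that is large only because that group was narrow. No biological explanation for single libraries was tested, since the labels give no further difference between fetuses of a group except the identification numbers.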

How the results depend on the processing

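Of the alternatives, the GC content and length offsets, alone or with a matched background, were chosen after seeing the data. Unless stated, the cause of a change was not tested. Mir483 gave no value with at least 10 counts required in every library, since its Mir483Pat-KO counts were 0.

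Igf2 kept its direction and did not pass under any of 20 alternatives (log2 fold change −0.27 to −0.11, adjusted p 0.0763 to 0.529). Mir483 kept its loss in each of 18 (at least 4.55-fold to 5.37-fold). Interferon-stimulated, lipid metabolism, perinatal hepatocyte, erythroid and proliferation genes kept their direction under all 23 alternatives, with means of −0.66 to −0.37, −0.42 to −0.25, −0.39 to −0.17, 0.080 to 0.26 and 0.094 to 0.22.

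Without the low-count filter, which tests more genes, 222 genes were lower, 99 higher and 1258 passed without the fold change threshold, and IGF system genes (−0.090) and miR-483-5p genes (−0.013) passed. DESeq2 had 1167 genes passing. Under the test against a fold change of 1.5, which is stricter by construction, 4 genes were lower and 0 higher. At an unadjusted p under 0.05 these were 86 lower and 32 higher. In the fit with the replicate number as a block, on libraries that the numbers do not pair, 1338 genes passed and the let-7 difference was −0.00046.

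With the identification number range as a covariate 107 genes were higher, 1189 passed, and let-7 genes passed (0.0091). In the lower range alone, with fewer libraries, 19 genes were lower, 2 higher and 23 passed, endothelial and mesenchymal genes no longer passed (−0.15), erythroid and proliferation means were at their lowest (0.080 and 0.094), and let-7 genes passed (0.012). The share of called genes that were higher was 28.9%, and 45.3% with the covariate, 9.52% in the lower range and 19.7% with the offsets.

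With the GC content and length offsets 29 genes were higher, Igf1 had a log2 fold change of −0.042, the miR-483-5p difference was 0.0043, and 0 of the other families passed, also at an unadjusted p under 0.05. With a background matched on 3′ UTR length as well, miR-483-3p genes no longer passed (0.0048), the let-7 difference was −0.012 and 0 of the other families passed. With the matched background alone the differences were −0.016 for miR-483-3p, −0.053 for miR-483-5p and −0.039 for let-7, all 3 of which passed, and 1 other family passed. 8-mer sites left 1 other family.

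With an estimated correlation, which leaves means as they are, perinatal hepatocyte (−0.31), fetal hepatocyte (0.21), erythroid (0.24), endothelial and mesenchymal (−0.22), proliferation (0.20) and imprinted genes (0.16) no longer passed, nor did miR-483-3p genes (0.016), and 0 of the other families did. Under fry circadian clock genes passed (−0.058). The circadian clock mean was −0.12 in the lower range alone, −0.097 without Mir483Pat-KO replicate 3 and −0.016 with the GC content and length offsets. It passed in none of these fits. Without their called members fetal hepatocyte genes no longer passed (0.14).

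Across the 10 fits that each left out 1 library, genes lower ran from 80 (without Mir483Pat-KO replicate 4) to 171, genes higher from 17 (without Mir483Pat-KO replicate 4) to 66 and genes without the fold change threshold from 279 (without Mir483Pat-KO replicate 4) to 863. Fetal hepatocyte genes ran from 0.15, without WT replicate 1, where they no longer passed, to 0.24. Imprinted genes ran from 0.12, without WT replicate 1, where they no longer passed, to 0.18. Myeloid and macrophage genes ran from −0.060 to 0.012, and were above 0 without WT replicate 1 or WT replicate 5. IGF system genes ran from −0.12 to −0.075 and passed without WT replicate 1, WT replicate 2 or Mir483Pat-KO replicate 3. The miR-483-3p difference ran from 0.0062 (without WT replicate 5) to 0.028, the miR-483-5p difference from −0.015 to 0.0018 (without Mir483Pat-KO replicate 4), the let-7 difference from −0.0034 to 0.0055, and the other families from 1, without WT replicate 5, to 3. H19 ran from −0.0099 to 0.041 and was below 0 without WT replicate 1, WT replicate 4, Mir483Pat-KO replicate 1 or Mir483Pat-KO replicate 3.

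Among 21 named genes, 184 of 207 values under other settings kept their direction and call and 23 lost the call, most of them in the lower range alone. In the fits that left out 1 library, 193 of 210 did, 13 lost the call and 4 reversed, all of these H19. Leaving out libraries cannot turn the direction of a gene whose groups do not overlap, so for most named genes these fits test the call alone. Depth limits Mir483, with 10 to 22 counts per WT library, so its loss is given only as a lower bound.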

Other observations

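The splits of the GC correlation, the GC and length tests by direction and on seed-site families, and the choice of Axin2, Tbx3 and Cyp2e1 came after the results were seen, and the other tests in this part were chosen before. How the tests on the flanking region, on the higher genes and on miR-483-3p genes are read was also settled after their values were seen.

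Other splits of the 10 libraries into 5 and 5 were fitted in the same way (100 of the 126 possible, the real one included). The real split alone gave as many called genes (1 of 100), as many lower (1 of 100), as many higher (1 of 100) and as many genes passing without the fold change threshold (1 of 100). The other splits had a median of 0 and at most 45 called genes, the latter with 4 WT libraries on one side, and 94 had 0. A mean shift as large came from 1 of the 100 splits for interferon-stimulated genes, 1 for lipid metabolism, 1 for fetal hepatocyte, 2 for proliferation, 2 for imprinted, 3 for perinatal hepatocyte and 3 for erythroid genes. For endothelial and mesenchymal genes it was 6, for IGF system genes 9, for circadian clock genes 21 and for myeloid and macrophage genes 83, so arbitrary splits gave such shifts too. The same held for the seed sites, with 33 splits for miR-483-3p, 26 for miR-483-5p, 99 for let-7 and 52 for as many other families, although miR-483-3p passed its test over genes.

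The identification number ranges overlap with genotype. With the range as a covariate 138 of the 173 called genes kept call and direction, and 3 genes passed for the range itself (2020 at an unadjusted p under 0.05, against 3619 for genotype). Within the lower range interferon-stimulated genes were lower by a similar amount (mean −0.55), as were perinatal hepatocyte genes (−0.39), which argues against the range as the cause of either shift. The same cannot be said of all lists. Within the lower range the means of erythroid (0.080 against 0.24 in all libraries), proliferation (0.094 against 0.20) and lipid metabolism genes (−0.25 against −0.35) were closer to 0, although all 3 lists passed there and kept means of 0.21, 0.19 and −0.33 with the range as a covariate. A contribution of the range to these shifts stays open, with 2 Mir483Pat-KO libraries in the lower range and 1 WT library in the upper. The library index order follows the genotype, and both cannot be told apart. Library size did not differ between the groups (p = 0.817, exact permutation test).

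Lower interferon-stimulated genes would follow from fewer immune cells if myeloid genes fell alike. The difference between the interferon score and the myeloid and macrophage score fell by 0.57 (p = 0.00794, exact permutation test, the smallest possible). Of 28 myeloid genes 0 were as low as the interferon mean, which argues against such a fall of the list as a whole. Of these genes 13 were lower and 15 higher, and the 2 that passed over all genes tested were lower (log2 fold changes −0.46 and −0.29). The list mixes cell types, so a smaller fall in some of them stays open. Other immune cells were not examined. A loss of hepatocytes alone would raise the markers of all other cell types alike. The erythroid score rose against the endothelial and mesenchymal score by 0.45 (p = 0.0238, exact permutation test), which argues against such an equal rise. The test did not measure the share of hepatocytes itself. A larger share of erythroid cells, and with it a lower share of hepatocytes, stays open, as does the part of the erythroid rise that goes with the range. A lower interferon response or a delayed maturation in Mir483Pat-KO livers may underlie these shifts, which remains a hypothesis, found and tested on the same data, and the index order stays open beside it.

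The GC trend was also seen in 17 of the 100 splits at the same size, and libraries of a group differ in it, so it may be technical. With the trend removed (correlation across genes −0.0315, not independent replicates) 121 of the 173 called genes kept their call, 99 of the 123 lower and 22 of the 50 higher. The trend is therefore not the whole cause of the lower genes. Most of the higher genes lost their call with it removed, which does not show that they needed the trend. Without Mir483Pat-KO replicate 4, WT replicate 5 or Mir483Pat-KO replicate 3, only 16, 20 and 20 of the 50 kept their call. The remaining fits that left out 1 library kept 24 to 41. With the trend removed all 173 kept their direction, and the median log2 fold change of the higher genes went from 0.75 to 0.65. Of the other seed-site families 0 passed with the trend removed, and miR-483-3p genes passed (adjusted p = 0.0142) until the background was also matched on 3′ UTR length (adjusted p = 0.373, where the alternatives ran from 7.30e-08 to 0.665). GC content, length and 3′ UTR length may therefore account for the seed-site shifts.

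Sequence from the strain in which the deletion was made can remain around the locus. Within 20 megabases of Mir483 6 of 236 genes were called (2.54%, against 1.20% of the 13861 genes outside, Fisher's exact test, p = 0.0694). This does not exclude a contribution to the genes called there. The paper states that the targeted stem cells came from C57BL/6N and that the colony was crossed to C57BL/6J. Sequence differences between these strains were not examined here. Irf7 and Cyp2e1 were called and lie within this window on chromosome 7, so the limit applies to both.

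Axin2 (log2 fold change −1.42), Tbx3 (−0.74) and Cyp2e1 (−1.45) respond to Wnt signals in the adult liver. The other 21 Wnt-responsive pericentral genes tested had a mean of −0.019, with 11 lower and 10 higher, 1 passing over all genes tested and 1 when adjusted over the list alone, which decides nothing about lower Wnt signalling. The 2 Wnt source genes tested had a mean of −0.12, with 0 passing when adjusted over the list alone.

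The study's count of called genes was within 1.5 times of the count here in each direction.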
